A study of Mus musculus with 10 samples. Its data were reported in "Early postnatal serotonin modulation prevents adult-stage deficits in Arid1b-deficient mice through synaptic transcriptional reprogramming" (2022).

How the data were processed

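The data were RNA-seq values from the prefrontal cortex of male C57BL/6N mice at postnatal day 10, 5 Arid1b heterozygotes (HT) and 5 wild types (WT), with 1 library per mouse. Groups and replicate numbers were taken from the sample titles. As described by the authors, poly-A RNA was made into stranded libraries and sequenced in paired ends, transcript abundance was estimated with Salmon against the GRCm38 mouse genome with correction for GC bias, estimates were summed to genes with tximport, and the authors divided them by size factors with DESeq2. The deposited values are therefore a normalised signal per gene, called the normalised count here, and not whole reads. Between 18.9% and 37.8% of the low values in a sample were whole multiples of one step, so reads and library depth were not recovered, depth is unknown, and no count-based test was run. The planned test for counts was replaced by the planned test for normalised values. The table held 18216 genes with a lowest row total of 41.7, so genes with low totals had been left out by a filter that is not stated. Because values are scaled by size factors, a change in the total RNA of a cell would not be seen, and every difference is relative to the other genes. Salmon shares reads between near-identical transcripts by a statistical model, so values of single copies in gene families are less certain than those of other genes.

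Gene symbols and positions came from the GENCODE M21 annotation of GRCm38, in which 18205 of the 18216 gene identifiers were found. Values were transformed as log2(value + 1), and the 16781 genes with a mean of at least 10 over the 10 samples were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), with genotype as the only factor. P-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. Log2 fold changes are on the log2(value + 1) scale, which understates changes of low genes. Genes named in the report were Arid1b, the genes Hdac4, Mef2a and Arc, and in each direction the 5 genes with the largest fold change among those past the threshold with a mean of at least 50 and no overlap between groups (all of them where fewer than 5 pass). Smarcd3 and the 6 astrocyte genes were named after their values were seen, since they were the genes behind a count. A further gene fixed in advance, and the count over the list that holds it, are not reported here.

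Gene sets were tested by preranked enrichment with fgsea 1.28.0 (unweighted score, 10000 permutations of genes, two-sided) on -log10(p) times the sign of the fold change, with Benjamini-Hochberg adjustment over 12 sets. The sets were lists written by hand before the data were examined, and between 96.2% and 100% of the genes of a set were in the table. Collections of the Molecular Signatures Database and lists of FMRP targets were not used here. A score per mouse was the mean over a set's genes of their z-scores across the 10 samples, and the groups were compared by exact two-sided permutation over all 252 assignments of 5 of the 10 samples. Principal components were computed from the 2000 most variable genes and tested in the same way. Lists of marker genes of meninges, striatum and white matter were written before the data were examined, and a list for olfactory bulb was written afterwards. For blood (72.7%) and choroid plexus (60%) fewer than 80% of the markers had a value after the filter, so checks with these lists were void.

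The alternatives were pseudocounts of 0.5 and 10, no filter, a filter at a mean of 50, upper-quartile rescaling, quantile normalisation, no variance trend, sample quality weights, the replicate number as a block, each sample left out in turn, an adjusted p under 0.1, and for gene sets a weighted score, camera with estimated inter-gene correlation, and the exact permutation of samples. Added after the data were seen were a loess correction of each sample for GC content and exonic length (span 0.3), the same with the block, and marker scores of striatum or olfactory bulb as a covariate. The replicate numbers run from 1 to 5 in both groups in the sample titles. They belong to different mice, and nothing in the labels says that they mark litters or batches. Sequencing batches are not given in the labels.

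The methods were tested on simulated data with the means and spreads of the 16781 genes. Of 200 genes changed by 1 on the log2 scale, 83.6% were recovered over 5 runs, with 4.13% false calls among all calls. A gene set raised in every HT sample was found in 5 of 5 runs. In 100 simulations with no genotype effect, in which the synapse genes moved together with the inter-gene correlation estimated from the real samples (0.346), preranked enrichment gave an unadjusted p under 0.05 in 76% and exact permutation of samples in 8%. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining computations.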

Results

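RNA sequencing was used to compare the prefrontal cortex of Arid1b+/– mice (HT) with that of wild-type mice (WT) at postnatal day 10. Arid1b encodes a subunit of the BAF (SWI/SNF) chromatin-remodelling complex, and the HT mice carry 1 truncated copy of the gene. The data comprised 10 male C57BL/6N mice, 5 per genotype, with 1 library per mouse (HT1 to HT5 and WT1 to WT5). The table listed 18216 genes, of which 17995 had a value above 0 in every sample. Totals of the normalised counts ranged from 31106330 to 32106791 per sample. These totals do not give the sequencing depth, which is unknown here, so the precision of each value was taken only from the spread between mice. Transcripts of the mitochondrial genome made up 8.43% of the normalised counts in HT2 and 5.15% to 6.76% in the other 9 samples. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had values of at least 451 in every sample, as in males. Correlations between samples on the log2 scale ranged from 0.981 to 0.990, and no pair of samples looked like a single library listed again.

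The targeted gene was examined first, because its level checks the genotype labels. Arid1b (ENSMUSG00000069729, GRCm38 chromosome 17, 4994332 to 5347656, plus strand, protein-coding) had a normalised count of 1894 ± 86.6 (SD, n = 5) in HT mice and 2842 ± 142 (SD, n = 5) in WT mice. The HT values lay between 1767 and 1987 and the WT values between 2662 and 3018, without overlap. The log2 fold change was -0.59 (SE 0.05), with a limma adjusted p of 9.96e-05, and the HT mean was 66.6% of the WT mean. Every library therefore matched its label at this gene. Among the alternatives that kept all samples, the change moved most with sample quality weights, to -0.57, and by a like amount the other way with a striatal marker score as a covariate, to -0.60.

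The next comparison asked which other genes differed between the genotypes. Of 16781 genes with a mean normalised count of at least 10, 3 had a limma adjusted p under 0.05, with 2 higher and 1 lower in HT mice. The smallest adjusted p among the other genes was 0.28. At an unadjusted p under 0.05 there were 1549 genes (9.23% of those tested), 791 higher and 758 lower in HT. The 5 HT and 5 WT values did not overlap for 272 genes (1.62%), where chance alone gives 0.79% of genes. Using a fixed prior variance in place of a mean-variance trend moved the number of genes most among the alternatives that kept all samples and added no covariate, to 4.

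Both genes that were higher in HT mice lay on chromosome 17, near Arid1b. Tmem181b-ps (ENSMUSG00000096780, GRCm38 chromosome 17, 6438524 to 6467022, minus strand, a transcribed unprocessed pseudogene) had a normalised count of 8347 ± 310 (SD, n = 5) in HT and 5522 ± 282 (SD, n = 5) in WT. Its log2 fold change was 0.60 (SE 0.05), with a limma adjusted p of 7.33e-05. Dynlt1b (ENSMUSG00000096255, GRCm38 chromosome 17, 6430112 to 6436296, plus strand, protein-coding) had 2361 ± 66.8 (SD, n = 5) in HT and 1720 ± 79.7 (SD, n = 5) in WT. Its log2 fold change was 0.46 (SE 0.04), with a limma adjusted p of 0.000522. The starts of Dynlt1b and Tmem181b-ps lie 1.44 Mb from the start of Arid1b. Both genes belong to families of near-identical copies, and 86.9% of the 31-base words of Dynlt1b transcripts and 57.8% of those of Tmem181b-ps also occur in transcripts of other genes, so the value of each single copy is uncertain. For Arid1b that share was 0.2%.

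**Figure D1:**
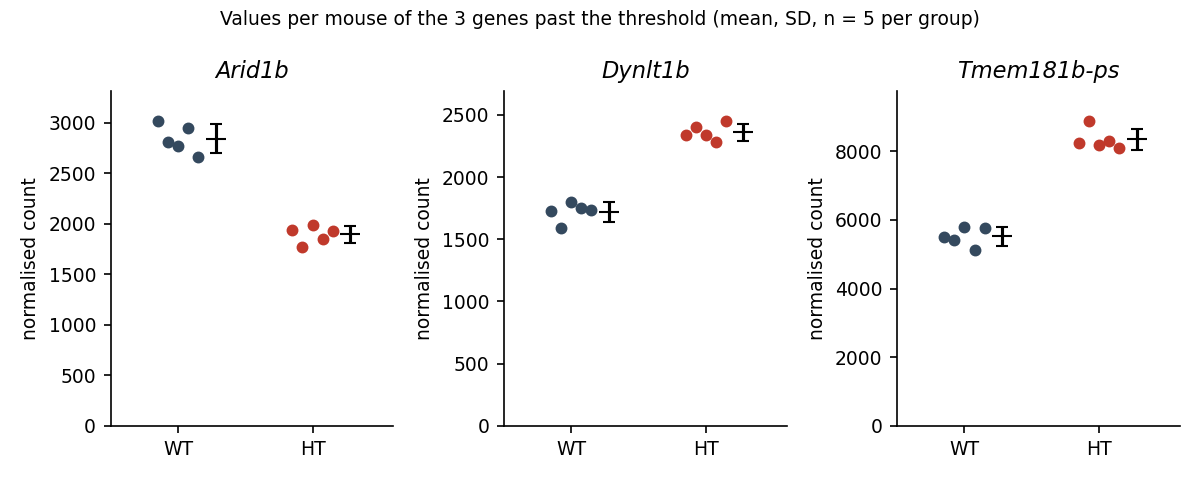
Normalised counts of Arid1b, Dynlt1b and Tmem181b-ps (vertical axes, starting at 0) in each WT and HT mouse, with 1 point per mouse and the mean and SD of each group (n = 5) drawn beside the points. The groups do not overlap for any of the 3 genes, with HT values of 1767 to 1987 for Arid1b against 2662 to 3018 in WT.

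**Figure D2:**
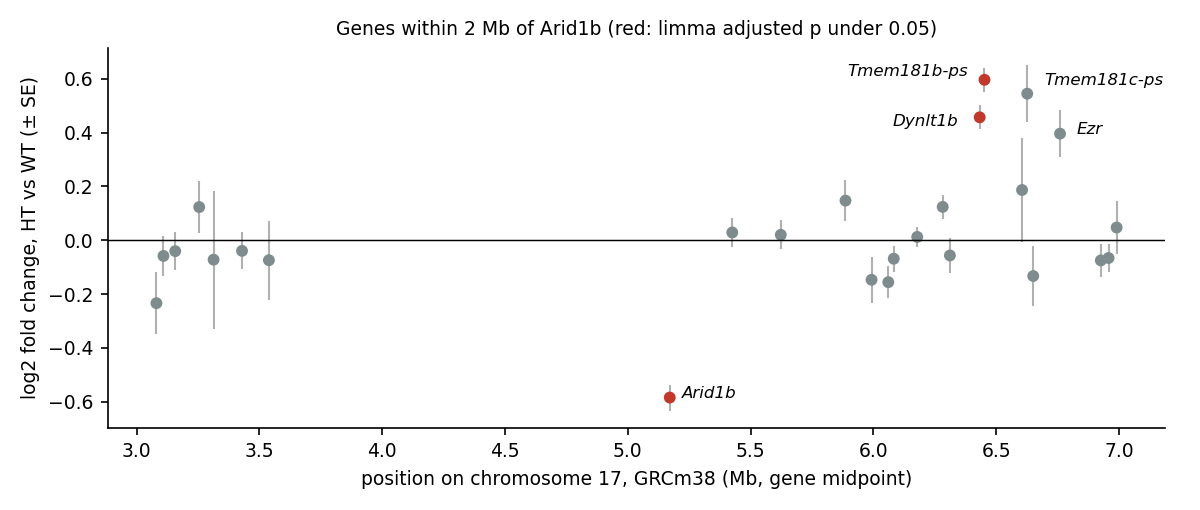
Log2 fold change (HT against WT, with its SE) of the 26 tested genes whose start lies within 2 Mb of the start of Arid1b, against position on GRCm38 chromosome 17 in Mb. Red points have a limma adjusted p under 0.05, namely Arid1b at -0.59, Dynlt1b at 0.46 and Tmem181b-ps at 0.60.

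Genes fixed in advance were then examined. The study followed a pathway in which HDAC4 restrains the transcription factor MEF2A and so the synaptic protein Arc. Its evidence was protein levels in adult mice, mostly in whole brain. For adults the paper reported no significant change in these transcripts, and no detectable difference in Arc protein in prefrontal cortex. RNA values at postnatal day 10 therefore do not test the pathway at the protein level. The genes Hdac4, Mef2a and Arc did not pass the threshold. Hdac4 had a log2 fold change of -0.09 (SE 0.06, limma adjusted p 0.61) and Mef2a 0.00 (SE 0.05, limma adjusted p 0.98). Arc was lower in HT mice, at 1123 ± 180 (SD, n = 5) against 1379 ± 196 (SD, n = 5), a log2 fold change of -0.30 (SE 0.11), but the groups overlapped and the limma adjusted p was 0.49. Among 20 activity-regulated genes, 2 had an unadjusted p under 0.05, both lower in HT, and 0 passed adjustment over the list or over all genes. Among 28 genes of BAF complex subunits, 2 passed adjustment over the list (Arid1b and Smarcd3) and 1 (Arid1b) passed adjustment over all genes.

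Principal component analysis asked whether genotype was the largest axis of variation. The first component held 18.6% of the variance of the 2000 most variable genes. Its mean score was 6.01 ± 14.9 (SD, n = 5) in HT and -6.01 ± 14.6 (SD, n = 5) in WT, and the groups did not differ by an exact two-sided permutation test over all assignments of 5 of the 10 samples (p = 0.175). HT2, HT5 and WT4 had scores of 23.4, 20.8 and 19.8, and the other 7 samples had scores of -0.63 or lower. On the second component (15.4% of variance) HT5, WT3 and WT5 had the highest scores, and the exact permutation p for genotype was 0.476.

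**Figure D3:**
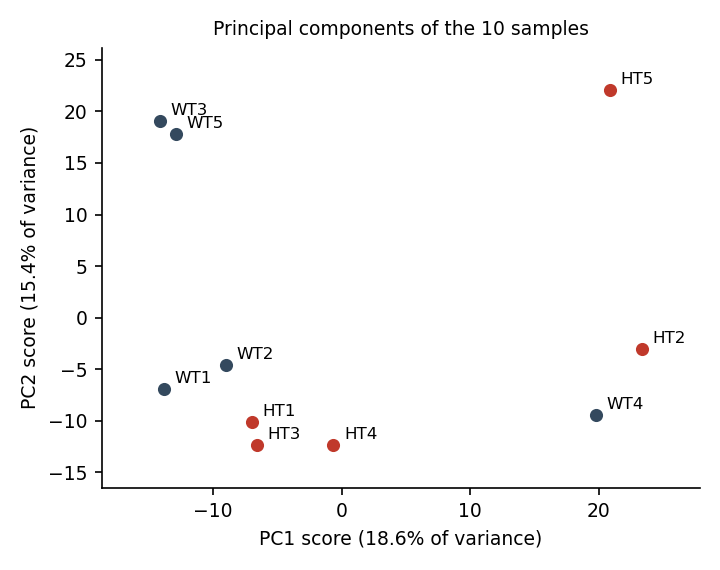
Scores of the 10 samples on the first principal component (horizontal axis, 18.6% of variance) and the second (vertical axis, 15.4%), with HT in red and WT in dark blue. The samples do not part by genotype, since HT2, HT5 and WT4 lie together at the right and HT5, WT3 and WT5 at the top.

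The study relied on gene set enrichment analysis of the whole ranked gene list, and the same kind of test was run on 12 gene sets fixed in advance. In this preranked test, which permutes genes, 9 of the 12 sets had an adjusted p under 0.05, with 8 positively and 1 negatively enriched in HT. Positive enrichment was found for astrocyte genes (normalised enrichment score, NES, 5.86, 60 genes), cytosolic ribosome genes (NES 5.47, 82 genes), microglia genes (NES 4.68, 57 genes), oligodendrocyte-lineage genes (NES 4.04, 55 genes), endothelial and vascular genes (NES 3.88, 55 genes), inflammation and immune genes (NES 3.65, 76 genes) and extracellular matrix genes (NES 3.46, 101 genes). Synapse genes were negatively enriched (NES -4.69, 139 genes). Each of these 8 sets had an adjusted permutation p of 3e-04, from an unadjusted 2e-04, which is the smallest the permutations gave. Mitochondrial respiratory chain genes had an NES of 1.74 (76 genes, adjusted permutation p 0.027), with a median log2 fold change of 0.00. Genes of glutamatergic neurons (NES -1.08, adjusted permutation p 0.38), GABAergic neurons (NES 0.68, adjusted permutation p 0.87) and high-confidence autism risk genes (NES -1.51, adjusted permutation p 0.074) did not pass. The alternatives that moved these results most were camera, which allows for correlation between genes, and exact permutation of the 10 samples. Under each of them 0 of the 12 sets passed, and the smallest unadjusted p was 0.118 with camera and 0.0873 by exact permutation.

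The shifts behind these enrichments were small in size. In 8 of the 9 sets most genes moved in the direction of the enrichment, while of the 76 mitochondrial genes 51.3% were higher, and the 2 with an unadjusted p under 0.05 were lower. Of the 60 astrocyte genes, 91.7% were higher in HT, with a median log2 fold change of 0.18. Of the 82 ribosome genes 87.8% were higher (median 0.07), and of the 139 synapse genes 77.7% were lower (median -0.06). Astrocyte genes included 28 with an unadjusted p under 0.05, all higher in HT, and 6 passed adjustment over the list alone (Entpd2, Sdc4, Id4, Clu, F3 and Fgfr3), while 0 passed over all genes tested. In each of the other 11 sets, 0 genes passed adjustment over the list.

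A score per mouse, the mean of the gene-wise z-scores of a set, showed how the shifts were spread over the mice. The astrocyte score was 0.44 ± 0.86 (SD, n = 5) in HT and -0.44 ± 0.41 (SD, n = 5) in WT, and all 5 HT mice lay above the WT mean, but the difference of 0.89 was within the spread between mice (exact two-sided permutation p = 0.0873, adjusted over the 12 sets 0.49). The ribosome score differed by 0.71 (5 of 5 HT mice above the WT mean, exact permutation p = 0.135, adjusted 0.49). The microglia score differed by 0.68 (3 of 5 above, exact permutation p = 0.238, adjusted 0.49), the immune score by 0.44 (3 of 5 above, exact permutation p = 0.341, adjusted 0.51) and the extracellular matrix score by 0.36 (3 of 5 above, exact permutation p = 0.286, adjusted 0.49). The synapse score differed by -0.45 (3 of 5 HT mice below the WT mean, exact permutation p = 0.262, adjusted 0.49). The smallest p that 5 against 5 can give is 0.00794, and 0 of the 12 sets reached an unadjusted exact p under 0.05.

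HT2 and HT5 had the highest scores of all 10 samples for the astrocyte (1.59 and 0.97), ribosome (1.49 and 0.66), microglia (1.24 and 1.497), immune (0.72 and 1.44) and extracellular matrix (0.78 and 0.85) sets. The WT mice had astrocyte scores of -1.12 to -0.06 and microglia scores of -0.71 to -0.20. HT4 (0.42 and 0.06) lay above this range in both sets, and HT1 (-0.33 and -0.37) and HT3 (-0.44 and -0.72) lay within it or, for the microglia score of HT3, just below it. The synapse score of HT2 was -1.41, against -0.37 to 0.64 in the other 9 samples. For the oligodendrocyte-lineage set the sample farthest from 0 was WT3, at -1.53.

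**Figure D4:**
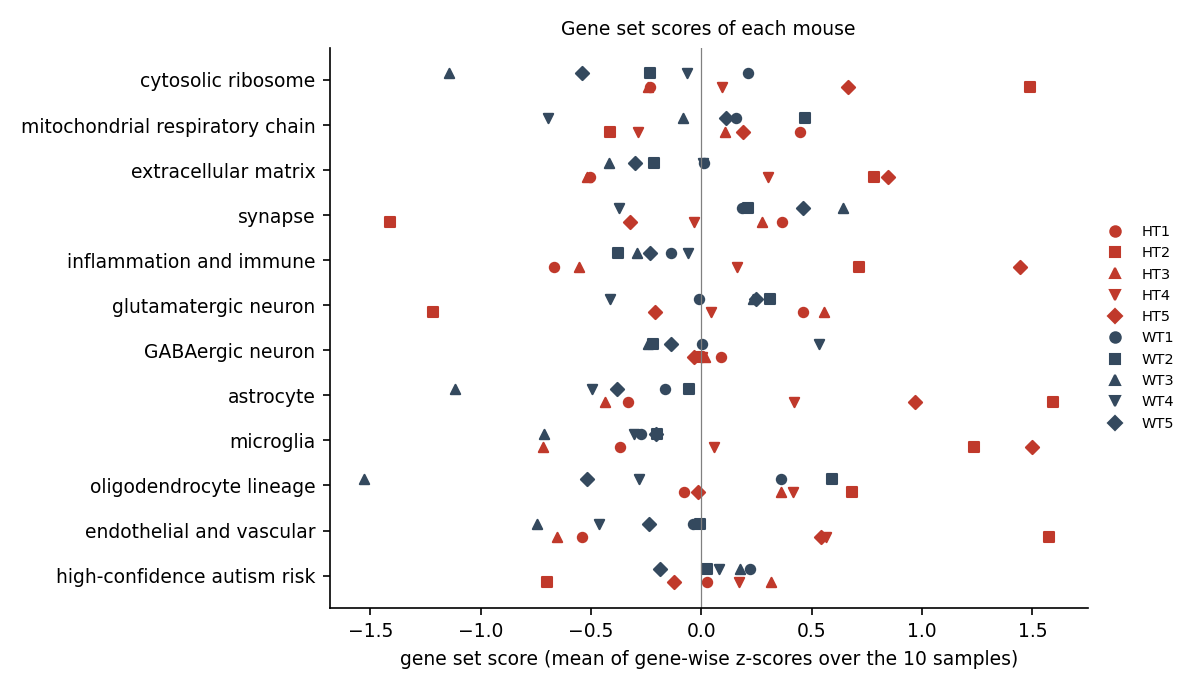
Gene set scores (horizontal axis, mean of gene-wise z-scores, no unit) of each mouse for the 12 gene sets (rows), with HT in red, WT in dark blue and a marker shape per replicate number. HT2 and HT5 have the highest astrocyte scores (1.59 and 0.97) and microglia scores (1.24 and 1.497), HT4 lies above the WT mice in these 2 sets, and HT1 and HT3 do not.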

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

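Within each group of 5 mice, 25 per-mouse measures were examined for a sample set far apart from the others, by the gap to its nearest neighbour divided by the range of the group (critical value 0.71). Of 50 groups examined 3 passed, where chance gives about 2.5, so the number of such samples is what chance would give. Of the tests below, those of unit variance and of the share of genes were set before their results were seen, and the others after.

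Tmem181b-ps in HT2, at 8886 normalised counts against 8106 to 8304 in the other HT mice, had a ratio of 0.746. A candidate explanation is the sharing of reads between the near-identical Tmem181 copies. The summed value of the Tmem181 copies in HT2 was 14910.4, inside the range of the other HT mice (14410.6 to 15012.6), which is consistent with reads assigned to a different copy in this sample. The excess of HT2 is not needed for the difference between genotypes, since all HT values lie above all WT values. No biological explanation was tested.

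The microglia score of WT3, at -0.71 against -0.31 to -0.20 in the other WT mice, had a ratio of 0.796. The score did not rest on a few genes, as 43.9% of the set's genes were lowest in WT3 among the WT mice, where chance gives 20% and at least 40% was taken beforehand to speak against a few genes. WT3 also had the lowest white matter marker score of the WT mice, at -2.09 against -0.64 to 0.82 in the others. The ratio of that score was 0.497, but the other WT mice spread widely, so less white matter in this sample is not ruled out. HT3 had a microglia score of -0.72, so the value of WT3 lies within the range of all 10 mice. No biological explanation was tested, because both WT3 and its neighbours have the same genotype.

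The first principal component score of WT4, at 19.8 against -14.1 to -9.01 in the other WT mice, had a ratio of 0.85. With each gene set to unit variance the ratio was 0.665, below the critical value, so a few genes of large variance may account for part of the gap. The olfactory bulb marker score of WT4 was the highest among WT mice (1.31), with a ratio of 0.391, which does not rule out such tissue in this sample. WT4 shares its position with HT2 and HT5, so the component does not follow genotype, and no biological explanation was tested.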

How the results depend on the processing

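The lower Arid1b value kept its direction and its side of the threshold under all alternatives, with log2 fold changes from -0.61 to -0.56 across the 10 fits that each left out one mouse. The number of genes past the threshold was 3 or 4 under all alternatives, and the same 3 genes were among them each time. It was 3 at an adjusted p under 0.1.

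The gene set results depended on what was permuted. With camera, which allows for correlation between genes, 0 of 12 sets passed (smallest unadjusted p 0.118), with adjusted p-values of 0.54 for ribosome, extracellular matrix, synapse, immune, astrocyte, microglia, oligodendrocyte-lineage and endothelial genes and 0.94 for mitochondrial genes. With exact permutation of the 10 samples the adjusted p-values were 0.49 for ribosome, extracellular matrix, synapse, astrocyte, microglia, oligodendrocyte-lineage and endothelial genes, 0.51 for immune genes and 0.94 for mitochondrial genes. The inter-gene correlation that camera estimated in these sets was between 0.142 and 0.557. In the simulations with no genotype effect at a correlation of 0.346, the test permuting genes gave an unadjusted p under 0.05 in 76%. That threshold is looser than the adjusted one used for the real sets. How often a set without an effect reached the p-values of the real sets was not computed. Other correlations were not simulated. For the 8 sets other than the mitochondrial one that passed, all alternatives that kept the permutation of genes left the direction and the call in place. The size of the NES depended on the normalisation, on sample weights and on single mice. With quantile normalisation it was -2.767 for synapse genes (main -4.69) and 6.133 for ribosome genes (main 5.47). With sample quality weights it was smaller in size for all 8 sets, such as 2.525 for extracellular matrix and 2.615 for immune genes. Without HT2 it was -2.255 for synapse (main -4.69), 2.13 for extracellular matrix (main 3.46) and 2.26 for endothelial genes (main 3.88). Without HT5 it was 1.92 for immune genes (main 3.65). Without HT3 the NES of these sets was larger in size (-4.94, 4.36, 4.645 and 4.67 in the same order).

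The mitochondrial set was the least stable of those that passed. Its adjusted p was 0.22 with sample quality weights and 1 with the weighted score, and from 0.0035 to 0.24 across the 10 fits that each left out one mouse, of which 2 reversed its direction (without HT1, adjusted p 0.03, and without WT4, 0.062) and 3 others left it above 0.05. It also reversed to negative enrichment with correction for GC content and length (adjusted p 0.029 without and 0.033 with the replicate block). Among sets that did not pass, the GABAergic set reversed without the variance trend (0.88), with the replicate block (0.83), with the striatal covariate (0.6) and with the olfactory bulb covariate (0.87), and ranged from 0.068 to 1 when one mouse was left out, with 4 of 10 fits reversed. The glutamatergic set reversed with sample weights (0.93) and with the olfactory bulb covariate (0.92), and ranged from 0.0043 to 0.52 when one mouse was left out, with 1 of 10 fits reversed and 2 passing. The autism risk set reversed with quantile normalisation (0.33), passed with the striatal covariate (0.024) and ranged from 0.0057 to 0.81 when one mouse was left out, with 1 of 10 fits reversed and 3 passing. The cause of these changes was not tested. The corrections for GC content and length and both covariates were chosen after seeing the data.

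With the replicate number as a block, Arid1b had a log2 fold change of -0.585, 3 genes passed, and 9 gene sets passed. Same-numbered samples are different mice, and the mean correlation of their deviations was 0.038, against -0.009 for differently numbered mice. For the first principal component the exact permutation p for genotype was 0.262 with a smaller number of the most variable genes, 0.167 with all tested genes, 0.0952 with gene-wise z-scores and 0.151 to 0.524 when one mouse was left out. Other alternatives were not run for it. Count-based tests on recovered reads were not run, because whole reads were not recovered.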

Other observations

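The tests of other splits, shared sequence words, the correction for GC content and the marker scores were set before their results were seen, and those of the chromosome 17 window, of the summed copies and of the copy ratio were chosen after the values were seen. The relations with the first principal component were planned over all 10 samples and limited to 7 of them after the scores were seen.

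The genotype split was compared with other ways to part the 10 mice into 5 and 5. Of the 126 splits, 16 part all same-numbered pairs, which cannot give a share under 0.05, and 84 of the rest were drawn at random. For the number of genes with an adjusted p under 0.05, 1 of the 16 splits (the real one) gave 3 or more, and 0 of the other 84 did (at most 2 genes in any other split). For the number of genes with an unadjusted p under 0.05, 3 of the 16 splits and 5 of the 84 gave 1549 or more. For the number of gene sets past the threshold in the preranked test, 10 of the 16 splits gave 9 or more, as did 53 of the 84, and the median over those 84 was 9. The number of enriched sets is therefore not informative about genotype in these samples.

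Single sets gave a similar picture. An NES as far from 0 as the real one was found in 3 of the 16 splits for astrocyte and 3 for ribosome genes, 4 for microglia and 4 for oligodendrocyte-lineage genes, 5 for synapse and 5 for endothelial genes, 6 for extracellular matrix, 7 for immune, 10 for mitochondrial, 11 for autism risk, 13 for glutamatergic and 15 for GABAergic genes. Among the 84 other splits the share was lowest for astrocyte genes (9.5%) and ribosome genes (11.9%) and was 29.8% for synapse genes. The enrichment of these sets cannot be told apart from chance differences between mice.

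Technical sources of the 9 enriched sets were examined. After correction for GC content and length 9 sets passed, with the olfactory bulb marker score as a covariate 9 passed, and with the striatal marker score 10 passed, but 9 sets is also the median over the 84 other splits, so such counts do not rule out any of these sources. After correction for GC content and length, the NES was 5.66 for astrocyte (main 5.86), 4.94 for ribosome (5.47) and -4.22 for synapse genes (-4.69). It was 4.74 for microglia (4.68), 3.71 for immune (3.65) and 3.14 for extracellular matrix genes (3.46). It was 3.89 for oligodendrocyte-lineage (4.04) and 3.675 for endothelial genes (3.88). These values argue against GC content or length as the main source of these enrichments. The mitochondrial set reversed, to -1.75 (main 1.74), so for that set this source stays open. Meninges marker scores did not differ by genotype (exact permutation p = 0.921). They were highest in HT5 (1.07) and HT2 (0.69) and lowest in HT3 (-1.08) and HT1 (-0.98). The same mice were highest and lowest for extracellular matrix and immune genes. No fit with the meninges score as a covariate was run, so meninges tissue in single samples is not ruled out for those sets. Whether the shifts come from the genotype or from other differences between single mice cannot be told apart here.

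HT5 stood out in a group of genes chosen after their values were seen. In this mouse 14 genes had a value at least 3 times that of every other sample, against 0 to 4 genes in each of the other 9 samples. They included Spp1 (1242 normalised counts against 42.5 to 108 in the other samples), Gpnmb (705 against 8.6 to 29.7), A2m (704 against 86.9 to 138), Hmox1 (602 against 84.9 to 120), Lyz2 (468 against 56.3 to 117), Clec7a, Itgax, C3, Lgals3 and Lcn2.

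Striatal marker scores fell into separate ranges, -1.41 to -1.30 in HT5, WT3 and WT5 and 0.25 to 1.09 in the other 7 samples, and did not differ by genotype (exact permutation p = 0.325). The same 3 samples had the highest second principal component scores. A varying amount of striatal tissue in the dissected samples is a candidate source of this split. The 10 sets that passed with the striatal score as a covariate do not tell whether it contributes to the enrichments.

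The first principal component scores fell into clusters of 3 and 7 samples, so no relation over all 10 was computed. Within the 7 samples, 3 relations were examined by exact permutation. For the striatal score Pearson's r was 0.72 (exact permutation p = 0.0754, adjusted 0.226) and Spearman's rho 0.929 (exact permutation p = 0.0067, adjusted 0.0201), with r 0.646 after the 2 samples farthest from the median were left out. For the share of mitochondrial transcripts r was 0.521 (exact permutation p = 0.235, adjusted 0.353) and rho 0.357 (exact permutation p = 0.444, adjusted 0.667), with r 0.497 after leaving out 2. For the olfactory bulb score r was 0.043 (exact permutation p = 0.923, adjusted 0.923) and rho 0.036 (exact permutation p = 0.964, adjusted 0.964), with r 0.534 after leaving out 2. Olfactory bulb scores were 0.53 to 1.31 in the cluster of 3 samples and -0.98 to 0.41 in the cluster of 7. These relations cannot say what parts the clusters, and the labels give no batches in which to repeat them.

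The genes beside Arid1b gave the clearest unexplained pattern. Of the 25 other tested genes within 2 Mb of Arid1b, 6 had an unadjusted p under 0.05. Over all chromosomes, 3.18% of windows of 25 neighbouring genes held as many. The windows overlap one another, and they include this interval and windows that overlap it. The window around Arid1b includes the genes that drew attention to it and so decides nothing alone. With the 7 Dynlt1 and Tmem181 copies left out, 2 of 18 genes remained, and 49.78% of windows held as many, so a change spread over the whole flanking interval was not borne out. Both calls that were higher in HT are members of these families, and Tmem181c-ps was also higher (log2 fold change 0.55, SE 0.11, limma adjusted p 0.29). Ezr, a neighbour outside these families with 1.2% of its words shared, was higher without overlap (1543 to 2211 normalised counts in HT against 1227 to 1455 in WT, log2 fold change 0.40, SE 0.09) but did not pass (limma adjusted p 0.33). Shared reads would not explain a change in Ezr. Its highest values were in HT5 (2211) and HT2 (1962), the mice with the highest astrocyte and microglia scores. Its lowest value was in WT3 (1227), which had the lowest astrocyte score. The change in Ezr can therefore not be tied to its position beside Arid1b. Tmem181c-ps and Ezr were chosen after their values were seen.

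Reads moved from one copy to another would leave the family sum in place. The summed Dynlt1 copies were 3365 ± 163 (SD, n = 5) in HT against 2748 ± 126 (SD, n = 5) in WT, and the summed Tmem181 copies 14795 ± 256 (SD, n = 5) against 11364 ± 442 (SD, n = 5). Both sums differed without overlap (exact permutation p = 0.00794 each, the smallest that 5 against 5 can give). Movement of reads among the copies in the table thus did not account for the difference. Shared sequence (86.9% of the words of Dynlt1b and 57.8% of those of Tmem181b-ps) still leaves open which copies rose. As a hypothesis, the chromosome that carries the edited allele may differ from the WT chromosome in the number of copies of part of this interval. The HT mean of Tmem181b-ps was 1.512 times the WT mean, near what 1 extra copy beside 2 would give, but the ratio was 1.455 for Tmem181c-ps, 1.37 for Dynlt1b, 1.09 for Tmem181a, 1.16 for Dynlt1c, 0.962 for Dynlt1a and 0.915 for Dynlt1f. The log2 ratio of the sums was 0.38 for Tmem181 and 0.29 for Dynlt1. These ratios differ between the copies, a change in regulation could also give them, and DNA was not analysed, so an extra copy can be neither shown nor ruled out here.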
